A study of Mus musculus with 2 samples. Its data were reported in "Beta cell-derived cholecystokinin drives obesity-associated pancreatic adenocarcinoma development" (2026).

How the data were processed

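Pancreatic islets were isolated from male C57/B6 mice aged 16 weeks, and 2 single-cell RNA libraries were compared. The wild-type (WT) library came from mice with no diet named in the labels, and the high-fat diet (HFD) library from mice fed a diet with 60% of its calories from fat for 10 weeks from 6 weeks of age. Islets of 4 mice were pooled in each library before dispersion, so the mice cannot be separated and each group held 1 library. Dead cells were removed with a kit, and libraries were made with the 3-prime v3 chemistry of 10x Genomics. This chemistry tags each captured transcript with a unique molecular identifier (UMI).

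The deposited values were raw UMI counts per gene and barcode. Per the study's methods and the file headers, the authors made these counts with Cell Ranger (v3.0.2) and the mm10 mouse index of 10x Genomics, which aligned reads, collapsed UMIs and called barcodes as cells. The later filters of the study, a maximum library size among them, had not been applied to the deposited counts, since barcodes above that maximum were present. Other mouse groups of the study were not analysed here.

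The design, filters, markers, gene panels and the main alternatives were fixed before the data were examined. Barcodes were kept with at least 500 genes, at most 15000 UMIs and at most 20% mitochondrial UMIs, the UMI maximum being the one in the study's methods. The scale of the mitochondrial maximum in those methods is unclear, and 20% was used in its place. The automatic threshold of Scrublet (scanpy v1.11.5) called 1 WT barcode and 0 HFD barcodes as doublets and was judged not to have worked. The barcodes with the highest Scrublet scores were therefore left out, 0.8% for each 1000 barcodes of the library, which made 121 WT barcodes (3.11%) and 641 HFD barcodes (7.16%). After all filters 731 WT cells and 4729 HFD cells remained. With no maximum of UMIs these numbers were 2493 and 6673.

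Cells of both libraries were clustered together. Genes found in at least 15 cells were used, each cell was scaled to 10000 UMIs and square-root transformed, and the 2000 most variable genes were taken without Ins1, Ins2, Gcg, Sst, Ppy and Cck. The first 50 principal components and 15 neighbours fed Leiden clustering (igraph v0.11.9) at resolution 1. Clusters were named from 15 marker lists. The lists were fixed in advance, and the scoring that turned them into names was not: 3 versions of it were tried after the sizes and leading genes of clusters had been seen. The first set each cluster against all other cells and called a cluster of β genes fibroblast, and the second joined acinar cells to β cells of low quality. Cck UMIs in β-like cells had also been seen before the last version was chosen. In the version used, the candidate class was the one whose markers came closest to their highest cluster mean. A marker counted as detected with a mean share of at least 0.5 per 10000 UMIs that was at least 2 times its share in clusters of other candidates. A cluster stayed unnamed with fewer than 3 detected markers, with more markers of another class among its top 10 genes, or with low UMIs and no marker of its own there. A cluster of at least 20 cells whose median cell held under 0.1 of the cluster's mean marker share was split in 2 by k-means and named again. No cell stayed unnamed in the main setting or with no maximum. Names are written as β-like, acinar-like and so on. The class called non-endocrine pools the named classes outside the endocrine islet. The β-like cells were clustered again at resolution 0.5 without the hormone genes, Cck and all panel genes, and these subclusters are given by number.

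UMIs were summed over the cells of a class in each library and are given as CPM, the usual scaling to the total UMIs of the same cells. Ratios are HFD to WT. With 1 library per group no test was possible, and no p-value is given. Sums carry exact Poisson 95% intervals, shares of cells carry exact Clopper-Pearson 95% intervals, and ratios carry exact conditional intervals. All of these cover counting error only and not the spread between mice or preparations. A count of 0 was given the limit that 3 counts would set. Panel medians used genes with at least 10 UMIs over both libraries. Their intervals came from 2000 Poisson resamples, and each median was placed among 10000 random gene lists of the same size matched on mean expression, as a description of these libraries. For shares of cells with a UMI, each cell was thinned to 2000 UMIs and shallower cells were left out. The insulin share of cells with and without Cck used cells thinned to 1000 UMIs of genes other than Ins1 and Ins2.

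No maximum of UMIs was among the alternatives fixed in advance for most results. Its use for the insulin share by Cck, cycling cells, all genes and subclusters, the division of cells by UMIs, and at least 1000 genes per cell for results other than cell shares, were chosen after seeing the data, as were settings that changed 2 choices together.

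Besides Cck, Ins1, Ins2 and the panel genes, genes were named by a fixed rule of size. These were the 5 higher and 5 lower genes in HFD whose ratio interval lay farthest from 1 at its nearer end. They needed at least 100 CPM in the β-like cells of a library. In the library where they were higher they also needed a β-like CPM of at least 0.25 of that in every other named class with at least 20 cells. Gene coordinates are from the GENCODE annotation of GRCm38, the assembly behind mm10. The marker symbol Ero1b was matched to its older symbol through a table of synonyms.

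The ratio and panel steps were tested on simulated counts built from the β-like sums, with 200 genes changed by known folds. In the main setting, among 3363 genes, the interval lay on the correct side of no change for 184 of the 200 changed genes and held the true value for 95.3% of unchanged genes. With no maximum, among 3199 genes, these were 200 of 200 and 95.2%. Both simulated libraries were drawn with Poisson error from the same pooled sums, the model behind the intervals. These results therefore check the calculation and not the spread between cells, mice or preparations.

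Alternatives were no maximum of UMIs, at most 10% mitochondrial UMIs, at least 1000 genes per cell, no doublets left out, k-means with 20 clusters, a rule on insulin UMIs in place of clusters, scaling without hormone and mitochondrial genes, TMM scaling (edgeR v4.0.16), the mean over cells, subtraction of the level in other cells, thinning to 1000 or 4000 UMIs, genes with at least 50 UMIs, genes of at least 20 CPM and subclusters at resolution 1. In the main setting TMM scaling moved all log2 ratios by 0.38 and scaling without hormone and mitochondrial genes by 0.10. With no maximum these shifts were 0.05 and -0.16. Analyses ran in Python (v3.11.15) with scipy (v1.17.1) and scikit-learn (v1.9.0), and in R (v4.3.3).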

Results

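Droplet-based single-cell RNA sequencing of isolated islets was compared between 1 WT library and 1 HFD library, each from the pooled islets of 4 mice. Because no group had a second library, diet, islet preparation and library could not be separated in any comparison, and every interval here covers counting error only. The WT library held 73843674 UMIs over 3895 barcodes, with a median of 12425 UMIs and 2628 genes per barcode. The HFD library held 94375138 UMIs over 8951 barcodes, with a median of 9627 UMIs and 1816 genes. The median mitochondrial share was 4.45% in WT and 3.59% in HFD, and its upper quartile was 29.6% in WT and 5.22% in HFD. Xist was near 0 in both libraries (1 WT UMI and 0 HFD UMIs in kept cells), and the Y-linked gene Ddx3y was present at 91.9 CPM in WT and 41.1 CPM in HFD.

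The maximum of 15000 UMIs per cell removed unlike parts of the 2 libraries. In WT, 1852 barcodes (47.5%) exceeded it and held 91.0% of the library's UMIs. In HFD, 2320 barcodes (25.9%) exceeded it and held 52.4%. Values with no maximum are therefore given beside the main ones for most results.

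**Figure D1:**
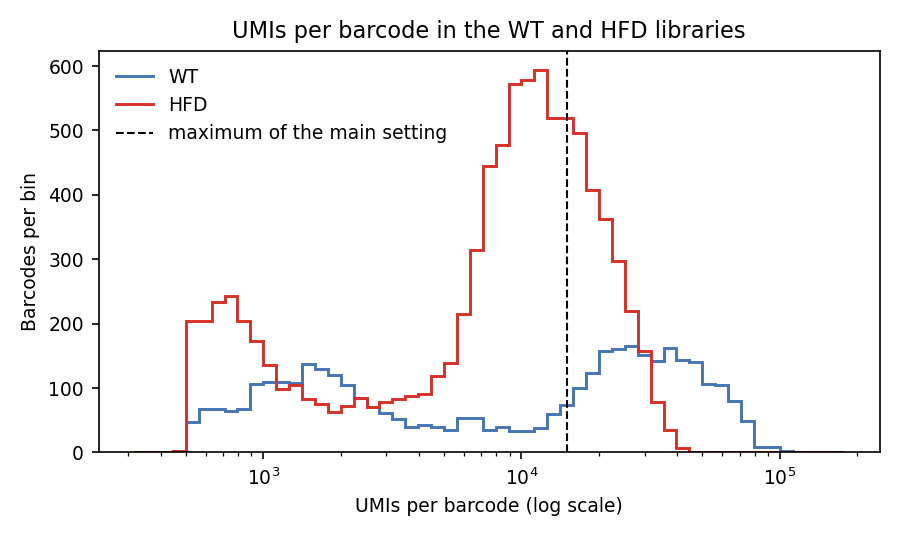
UMIs per barcode (x axis, log scale) against the number of barcodes per bin (y axis) for all barcodes of the WT and HFD libraries, with the maximum of 15000 UMIs as a dashed line. The maximum falls below the upper mode of WT, where 47.5% of barcodes exceed it, against 25.9% in HFD.

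The first comparison asked which cell classes each library held. In WT, 314 of 731 cells were β-like (43.0%, 95% interval 39.3 to 46.6). In HFD, 3915 of 4729 cells were β-like (82.8%, 81.7 to 83.9), a difference of 39.8 percentage points. With no maximum the shares were 80.2% of 2493 cells in WT and 87.8% of 6673 cells in HFD, and the difference was 7.59 points. Endothelial-like cells made up 19.4% of WT cells and 3.21% of HFD cells in the main setting, and 6.82% and 2.31% with no maximum. The WT β-like cells kept by the maximum had little RNA, with a median of 3813 UMIs and 902 genes, against 28577 UMIs and 3595 genes with no maximum. The HFD medians were 9660 UMIs and 11902 UMIs. One cluster of 75 WT cells and 0 HFD cells was among those named β-like in the main setting.

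The study asked whether obesity raises Cck in β cells. Cck (ENSMUSG00000032532) lies on chromosome 9 of GRCm38 from 121489824 to 121495694, on the minus strand. Under the maximum, WT β-like cells held 0 Cck UMIs among 1867029, which allows up to 1.61 CPM. HFD β-like cells held 44 among 37774160, or 1.16 CPM (0.846 to 1.56). The HFD value was below the limit that the WT count of 0 allows, so a difference was not detectable at this depth. With no maximum, WT β-like cells held 2 Cck UMIs among 63137402 (0.0317 CPM) and HFD β-like cells held 108 among 78898554 (1.37 CPM, 1.12 to 1.65). The ratio was 43.2, with a counting interval from 11.7 to 361. The UMIs were unevenly spread over cells. Under the maximum, 20 HFD β-like cells held any Cck UMI, and 6 of them held 3 or more. With no maximum these were 48 and 11, and the highest count in a cell was 19 of the 108 UMIs. The counting intervals of Cck, that of the ratio among them, do not cover this spread over cells.

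Non-endocrine cells were taken in advance as the measure of free RNA, and their Cck level rests on very few UMIs. Under the maximum this was 1.12 CPM in WT (2 UMIs, interval 0.136 to 4.06) and 1.46 CPM in HFD (2 UMIs, 0.177 to 5.29). With no maximum it was 1.26 CPM in WT (4 UMIs) and 1.42 CPM in HFD (2 UMIs). The non-endocrine level was subtracted from the β-like level of the same library, and values below 0 were set to 0. Under the maximum the β-like level was the lower one in both libraries, so both became 0. The difference of 0 CPM was therefore fixed by this rule. With no maximum, the interval of WT β-like cells lay wholly below that of WT non-endocrine cells (0.0317 CPM, 0.00384 to 0.114, against 0.344 to 3.23). The non-endocrine level was therefore not the level of free RNA reaching β-like cells in that library, and no conclusion rests on the subtraction. In α-like cells of HFD, 3 Cck UMIs gave 2.53 CPM (0.521 to 7.38), and δ-like cells held 0 in both libraries. No cluster was named as pancreatic polypeptide cells, and Ppy and Pyy were among the leading genes of the α-like cluster. The α-like class may therefore include other endocrine cells. Within HFD, the intervals of β-like and non-endocrine cells overlapped.

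**Figure D2:**
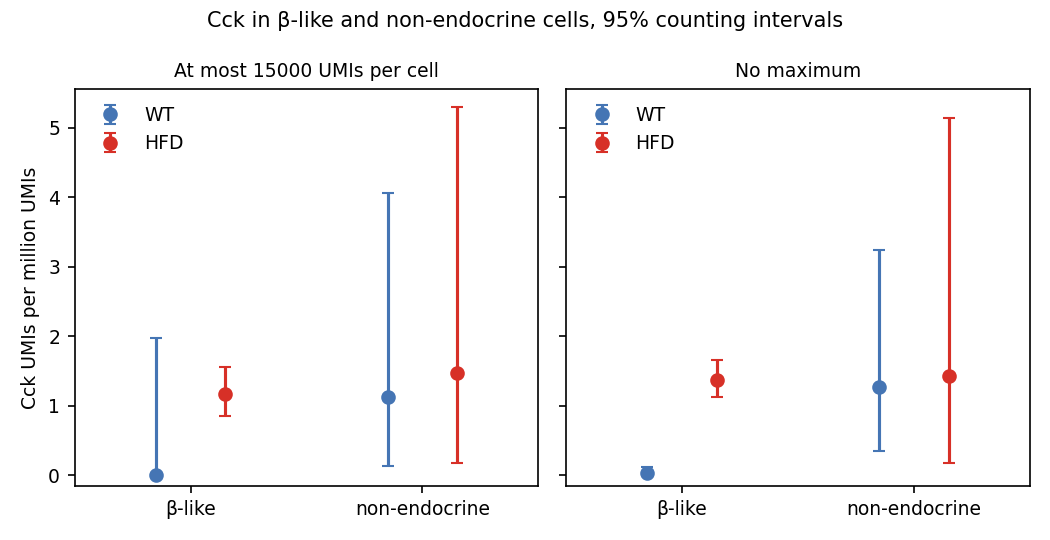
Cck CPM (y axis) in β-like and non-endocrine cells of WT and HFD, at most 15000 UMIs per cell on the left and no maximum on the right. Points are single libraries and bars are exact Poisson 95% intervals for counting error. With no maximum, the β-like values are 0.0317 in WT and 1.37 in HFD, and the intervals of non-endocrine cells hold the HFD value.

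After thinning to 2000 UMIs per cell, 0 of 227 WT β-like cells had a Cck UMI, which allows a share of up to 1.32%, and 11 of 3902 HFD β-like cells did (0.282%, 0.141 to 0.504). Thinning left out 87 WT and 13 HFD cells. The unthinned shares were 0% of 314 cells and 0.511% of 3915 cells. With no maximum the thinned shares were 0 of 1912 cells, allowing up to 0.157%, and 11 of 5844 cells (0.188%, 0.0940 to 0.337), and the unthinned shares were 2 of 1999 cells and 48 of 5857 cells (0.820%). In endothelial-like cells, which served as background, 1 of 129 WT cells and 1 of 111 HFD cells had a UMI after thinning under the maximum (0.775% and 0.901%). Median depths before thinning were 9660 UMIs for HFD β-like and 3242 UMIs for HFD endothelial-like cells. Macrophage-like cells had 0 of 38 in WT and 0 of 25 in HFD. The HFD β-like share was not above the endothelial-like share, which rests on 1 cell in each library, so the thinned shares alone do not decide between expression and background. The 6 cells with 3 or more UMIs given above are not explained by this low share, since 0.00116 such cells would be expected if the UMIs were spread by depth.

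The study also reports that insulin transcripts fall as Cck rises with obesity, and both insulin genes were compared. Ins1 (ENSMUSG00000035804, chromosome 19, 52264297 to 52265476) was at 139768 CPM in WT and 156602 CPM in HFD under the maximum, a log2 ratio of 0.16. Ins2 (ENSMUSG00000000215, chromosome 7, 142678656 to 142743381) was at 376319 CPM and 405108 CPM, a log2 ratio of 0.11. Both directions changed with no maximum, where the log2 ratio was -0.12 for Ins1 and -0.07 for Ins2. The value farthest from the main one was -0.27 for Ins1, with no maximum and without hormone and mitochondrial genes, where -0.16 was the shift of all genes, and 0.48 for Ins2, with TMM, where 0.38 was that shift. No direction of the insulin genes was therefore read from these libraries. Ins1 and Ins2 are close paralogs, and reads shared between them could be split by the authors' counting. Together they took 51.6% of β-like UMIs in WT and 56.2% in HFD under the maximum, and 60.2% and 56.8% with no maximum.

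When β-like cells with no maximum were divided by UMIs per cell, the insulin share in WT was 46.5% up to 5000 UMIs, 54.8% from 5000 to 10000, 51.9% from 10000 to 15000, 57.7% from 15000 to 30000 and 61.5% above 30000. In HFD these shares were 50.4%, 55.0%, 57.2%, 57.3% and 57.9%.

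**Figure D3:**
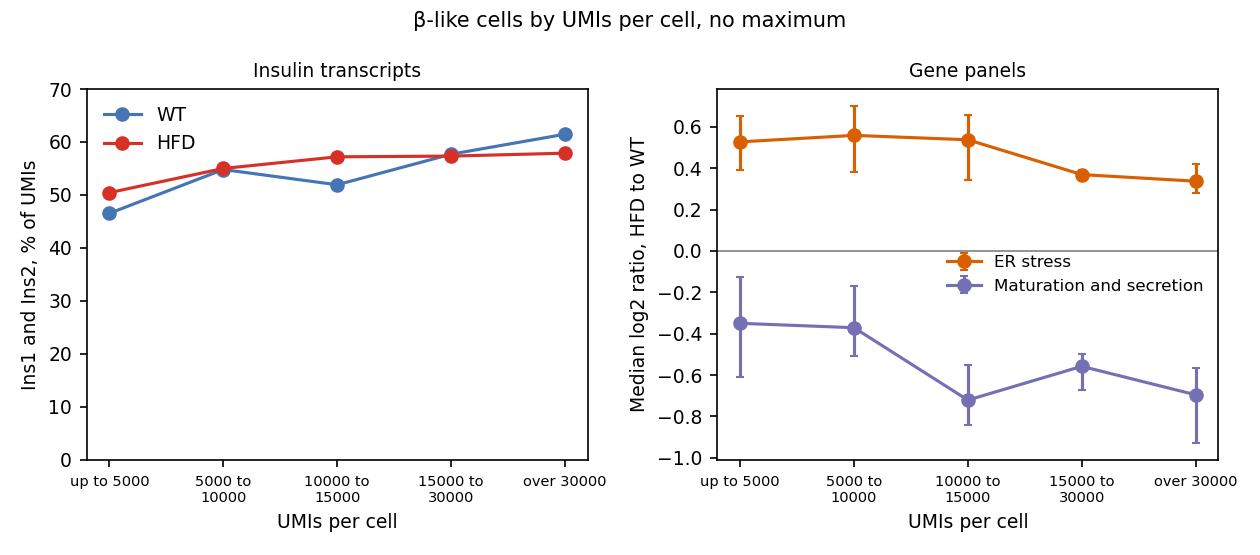
β-like cells with no maximum, divided by UMIs per cell (x axis). The left panel gives the share of Ins1 and Ins2 among UMIs (y axis, percent) in WT and HFD. The right panel gives the median log2 ratio of HFD to WT (y axis) of the ER stress panel and the maturation and secretion panel, with bars for 95% counting intervals. The WT insulin share runs from 46.5% to 61.5%.

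Within HFD, insulin was compared between β-like cells with and without Cck. After thinning of the other genes, 5 cells with a Cck UMI had a mean insulin share of 52.9% ± 4.42 (SD over cells) and 3896 cells without had 55.6% ± 6.53, a difference of -2.70 percentage points. No WT cell under the maximum had a Cck UMI. With no maximum the HFD difference was -6.39 points between 7 cells with Cck (SD 12.8) and 5836 cells without (SD 5.89). With 5 and 7 cells with Cck, neither a difference nor its absence was read from these values. When all genes were thinned to 2000 UMIs the difference was -4.84 points over 11 cells with Cck under the maximum and -2.01 over 11 cells with none. Without thinning, the 20 cells with Cck under the maximum had a mean of 52.1% against 55.6% in cells without, and the 48 such cells with no maximum had 55.5% against 56.2%.

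Gene panels in β-like cells were summarised by the median log2 ratio of HFD to WT. The median of all genes with at least 100 CPM was 0.00 under the maximum and 0.17 with no maximum. The maturation and secretion panel had a median of -0.62 (interval -0.71 to -0.49), at percentile 0.15 of matched random lists, and all 11 of its genes were lower in HFD. With no maximum the median was -0.50 and again 11 of 11 genes were lower. TMM scaling moved the main value most, to -0.24. Mafa fell by 0.62 on the log2 scale under the maximum and by 0.89 with none, and Slc2a2 by 0.74 and 0.80. Under the maximum the intervals of Ucn3 (-0.03) and Glp1r (-0.996, on 7 WT UMIs) included 0, and with no maximum that of Kcnj11 (-0.04) did.

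The ER stress panel had a median of 0.56 (0.46 to 0.63) under the maximum and 0.46 (0.45 to 0.48) with none, at percentile 100 of random lists in both. Of its 14 genes, 12 were higher in HFD under the maximum and 13 with none. Herpud1 had log2 ratios of 1.12 and 1.22, Trib3 of 1.12 and 1.56, and Ddit3 of 0.69 and 0.84. The AP-1 and immediate early panel had a median of -0.96 (-1.12 to -0.77) under the maximum and -0.89 (-0.92 to -0.86) with none, at percentile 0 in both. Fos had log2 ratios of -2.14 and -2.33, Egr1 of -1.61 and -1.68, and Jun of -1.15 and -0.89, whereas Crem had 0.35 and 0.27 and Jund had 0.04 and 0.20. Atf3 had 0.12 and -0.32. Under the maximum the intervals of Crem, Jund and Atf3 held 0. In endothelial-like cells the same panel had a median of -1.09 under the maximum and -1.07 with none, so its lower level was not specific to β-like cells.

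The immaturity panel had members moving both ways. Its median was -1.25 over 6 genes under the maximum and -0.77 over 7 genes with none, and it came to -0.04 when at least 50 UMIs per gene were required. Aldh1a3 was higher in HFD, with 1 WT UMI and 494 HFD UMIs under the maximum (log2 ratio 4.61, interval 2.13 to 9.92) and 51 and 1195 UMIs with none (4.23, 3.82 to 4.66). Cd81 (-1.65 and -0.62) was lower. The hormone processing panel had a median of 0.27 (percentile 99.2) under the maximum and 0.21 (percentile 51.9) with none, so it stood apart from random lists in the main setting alone. The respiratory chain panel had 0.12 (percentile 88.5) and 0.15 (percentile 42.9). The cycling panel rested on few UMIs, with medians of -1.75 and -0.24. Under the maximum 2 of the 5 genes used, Mki67 and Birc5, had 0 WT UMIs and 18 and 14 HFD UMIs. They entered as lower in HFD only through the limit of 3 counts set for WT, so no direction was read. The CCK receptors were barely captured in β-like cells. Under the maximum Cckar had 1 UMI in each library and Cckbr had 0 in both, so no ratio is given.

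**Figure D4:**
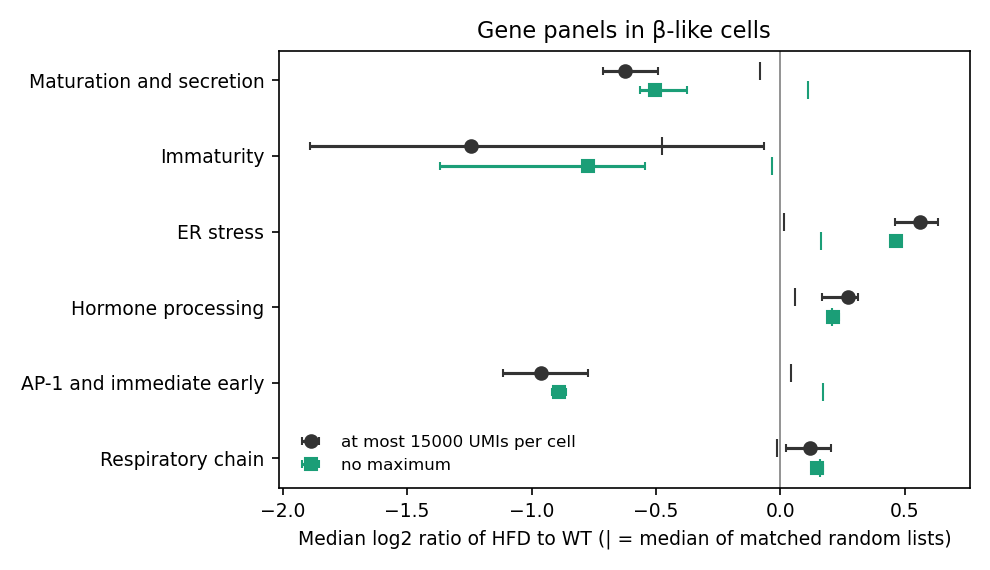
Median log2 ratio of HFD to WT (x axis) in β-like cells for 6 gene panels (y axis), under the maximum of 15000 UMIs (circles) and with no maximum (squares), with bars for 95% counting intervals and vertical ticks for the median of matched random lists. The ER stress panel lies at 0.56 and 0.46, and the maturation and secretion panel at -0.62 and -0.50.

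Among 490 genes that met the fixed rule, the 5 higher genes in HFD β-like cells were Dapl1 (log2 ratio 2.49), Herpud1 (1.12), Fkbp11 (1.04), Sdf2l1 (0.99) and Nucb2 (1.01). Dapl1 (ENSMUSG00000026989, chromosome 2, 59484653 to 59505020) rose from 50.9 CPM to 286 CPM. Under the maximum it was also higher in HFD α-like cells (1.27, 0.70 to 1.88) and in T-like cells (0 WT and 67 HFD UMIs in 13 and 166 cells). In δ-like, endothelial-like and macrophage-like cells its interval held 0. Herpud1 was also higher in endothelial-like (0.53, 0.27 to 0.78), α-like (0.40) and δ-like (0.41) cells. In macrophage-like cells it was lower (-0.84), and in T-like cells its interval held 0. The rise of Dapl1 and Herpud1 was therefore not confined to β-like cells. Fkbp11, Sdf2l1 and Nucb2 were not compared between the libraries in other classes. The 5 lower genes were Gm42418 (-2.14), AY036118 (-2.14), C2cd4b (-1.65), Gm26917 (-1.68) and Chka (-1.47). Gm42418 and AY036118 overlap on opposite strands of chromosome 17 (39846958 to 39848788 and 39847113 to 39848035) and their counts are uncertain. Both were also lower in HFD endothelial-like cells (-1.19 and -1.64 under the maximum, -0.85 and -1.12 with none). With no maximum, 4 of the 10 genes were named again: Dapl1 (1.98), Herpud1 (1.22), Nucb2 (0.73) and C2cd4b (-1.59). The others came nearer to 0 with no maximum: Fkbp11 had 0.67, Sdf2l1 0.69, Gm42418 -0.98, AY036118 -1.06, Gm26917 -0.55 and Chka -0.16.

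Clustering of β-like cells gave 8 subclusters. Of the 314 WT β-like cells, 76 were in subcluster 0, with 21 HFD cells, a median of 1368 UMIs and an insulin share of 25.6%. Its leading genes include Malat1 and the lower genes Chka and Gm26917. A further 87 WT cells were in subcluster 6, with 2 HFD cells and Dcn, Col1a2 and Col3a1 among its leading genes. Much of the WT β-like class under the maximum was therefore made of cells with little RNA or with fibroblast transcripts, which HFD nearly lacked. Subcluster 7, with 21 WT and 151 HFD cells and an insulin share of 42.0%, had Sst, Pyy, Ppy and Gcg among its leading genes. With no maximum these genes also led a subcluster of 184 WT and 317 HFD cells. Such cells carry hormone genes of other endocrine classes and were counted as β-like in the ratios above. Subcluster 3, with 702 cells of which 9 were from WT, held 25 of the 44 Cck UMIs (3.34 CPM, 2.16 to 4.92), and with no maximum subcluster 7, with 1425 cells of which 98.4% were from HFD, held 78 of 108 (2.99 CPM, 2.36 to 3.73). Subclusters made almost wholly of 1 library may be that library rather than a state. The library alone does not explain the uneven Cck among subclusters, since others were also mostly HFD cells. Under the maximum, subclusters 1, 2 and 4 were 95.1%, 97.4% and 99.8% HFD and had 0.0937, 0.277 and 1.14 Cck CPM. Few cells held Cck, and the counting intervals do not cover the spread over cells. Cycling β-like cells, defined by UMIs from at least 2 panel genes after thinning, were 0 of 227 in WT and 1 of 3902 in HFD (0.0256%), and 4 of 1912 (0.209%) and 9 of 5844 (0.154%) with no maximum, a difference within counting error.

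The study also asked how acinar cells beside islets change in obesity. Only 8 WT and 3 HFD cells were acinar-like under the maximum, and 10 and 4 with none, so these values describe a few cells. Acinar proteases had a log2 ratio of 0.32 under the maximum and 0.36 with none. Try5 had a ratio of 3.63 (3.42 to 3.84) and Try10 of 19.1 (12.5 to 30.3), whereas Cela3b had 0.650 (0.603 to 0.700). With no maximum these ratios were 2.45 (2.36 to 2.55), 8.86 (6.53 to 12.2) and 0.682 (0.647 to 0.719). Under the maximum Try10 ran from 0 to 984 CPM over the 8 WT cells and from 489 to 15055 CPM over the 3 HFD cells. The size of its ratio therefore rests on few cells, and its interval does not cover this spread. The Reg panel had a log2 ratio of -0.35 and -0.65, and Tff2 of -2.27 and -1.25. Reg1 gave most of the Reg UMIs. Reg2 summed over cells went the other way, with a log2 ratio of 1.32 under the maximum and 0.64 with none, both with intervals above 0. In both settings Reg2 ran from 0 to 22445 CPM over WT cells and from 0 to 17593 CPM over HFD cells. The counting intervals do not cover this spread, so no direction of Reg2 was read. Single cells varied widely, with Tff2 running from 3683 to 14819 CPM over the 8 WT cells and from 881 to 2538 CPM over the 3 HFD cells. With no maximum the ranges overlapped, from 4603 to 14819 CPM in 10 WT cells and from 881 to 4900 CPM in 4 HFD cells.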

Values the study reported

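The study clustered 23,469 single cells from all of its samples, which include mouse groups other than the 2 compared here. It retained 17,336 β cells and 260 acinar cells.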

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

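The tests by the spread of UMIs over cells and over subclusters and by the ratio with no maximum were chosen only after the result was seen. Cells above the maximum of 15000 UMIs lie outside the main comparison, and they held Cck in HFD. Over all cell classes, 1944 HFD cells above the maximum held 64 Cck UMIs in 28 cells, or 1.55 CPM (1.20 to 1.98). The 1762 WT cells above it held 4 Cck UMIs, or 0.0632 CPM (0.0172 to 0.162), so the HFD value was above the level in the control library.

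Fewer UMIs in WT would give as high a Cck CPM once deep WT cells are kept, and this was not seen, since the ratio in β-like cells with no maximum was 43.2 (11.7 to 361). Free RNA spread over cells by depth would leave almost no cell with 3 or more Cck UMIs, whereas 6 HFD β-like cells under the maximum held that many against 0.00116 expected. A few cells of very high Cck carried most of the signal, with 56.8% of the Cck UMIs of HFD β-like cells under the maximum in those 6 cells. The counting intervals do not cover this spread. For cells with 1 or 2 UMIs, free RNA from other cells cannot be told apart from expression. Non-endocrine HFD cells had 1.46 CPM, on 2 UMIs, which decides nothing. Free RNA would place these cells over the β-like subclusters by the subclusters' size, and in 6 of 8 versions of that test they were spread more unevenly than 95% of random draws. The 2 others, with no maximum and sizes counted in UMIs, lay within the draws, and the versions share cells. A change in some β cells with diet may explain the cells with 3 or more, and this stays a hypothesis. It was found and examined on the same 2 libraries, in which the mice, the preparation and the library are not separable from the diet.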

How the results depend on the processing

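Settings that change 2 choices together, at least 1000 genes per cell for results other than cell shares, and no maximum for all genes, subclusters, cycling and the insulin share by Cck were chosen only after the result was seen. No paired analysis was possible because each group holds 1 library. Over 19 results, 125 alternatives were run: 81 kept the value within its interval or, for counts, within 1.5 times, 36 moved it and 8 changed the direction of Ins1 or Ins2. The cycling difference also changed sign, from 0.0256 to -0.0552 percentage points with no maximum, within counting error. The cause was not tested except where stated.

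The difference in β-like share was 7.59 percentage points with no maximum and 60.6 with at least 1000 genes per cell, against 39.8. The Cck difference was 2.93 CPM without hormone and mitochondrial genes, where the total is smaller by construction, and 0 after subtraction of the non-endocrine level, against 1.16. The subtraction counts as within the interval only because that interval holds 0. Its 0 was fixed by setting values below 0 to 0 in both libraries, so it does not show that the difference is removed.

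Ins1, 0.16 in the main setting, was -0.12 with no maximum, 0.13 at 10% mitochondrial UMIs, 0.16 with no doublets left out, 0.13 with k-means, 0.11 by the insulin rule, 0.27 without hormone and mitochondrial genes, 0.54 with TMM and 0.34 as a mean over cells. With no maximum it was -0.27 without hormone and mitochondrial genes, -0.069 with TMM and -0.050 as a mean over cells. Ins2, 0.11 in the main setting, was -0.070, 0.073, 0.10, 0.083, 0.053, 0.21, 0.48 and 0.35 in the same order, and 0.077 with at least 1000 genes. With no maximum it was -0.23, -0.023 and -0.0086 in that order.

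Scaling moved panel medians by its own shift. Without hormone and mitochondrial genes they were 0.66 for ER stress, 0.37 for hormone processing and 0.22 for the respiratory chain. With TMM they were -0.24 for maturation and secretion, 0.94 for ER stress, 0.65 for hormone processing, -0.58 for AP-1 and 0.50 for the respiratory chain. The immaturity median was -0.039 with at least 50 UMIs per gene, and the respiratory chain median was 0.0011 with at least 1000 genes per cell. Cycling was -0.24 with no maximum and -0.19 with TMM added, where maturation and secretion was -0.46. The maturation, ER stress and AP-1 medians kept their direction in each alternative run.

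Of the 10 named genes, 4 were named again at 20 CPM and 4 with no maximum. In acinar-like cells with no maximum, proteases were 0.36, Reg -0.65 and Tff2 -1.25. The share of cells with Cck ran from 0.105% to 0.317% over the alternatives, few enough cells that thinning itself moves it. With no maximum and thinning to 4000 UMIs, HFD minus WT was 0.262 percentage points (0.0305 to 0.432). This interval alone excluded 0, for counting error only, and the setting was chosen after the result was seen.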

Other observations

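The test of acinar UMIs per cell and the comparison of Aldh1a3 between cells of like depth were chosen only after the result was seen. The insulin genes changed direction with the maximum of UMIs. If the cause were that the maximum kept WT β-like cells with little RNA, HFD would exceed WT in the lower bands of UMIs and fall below it in the upper ones. The log2 ratio of Ins1 and Ins2 together was 0.116 up to 5000 UMIs and -0.0864 above 30000, which largely restates the change of direction and does not decide its cause. The bands between had 0.00526, 0.140 and -0.00882, the highest value being from 10000 to 15000 UMIs. Ins1 alone did not follow the prediction in the lower bands, with -0.00 (-0.02 to 0.01) up to 5000 UMIs and -0.04 (-0.05 to -0.02) from 5000 to 10000, so the cause stays open. The WT share did not rise in every step, falling from 54.8% to 51.9% between the bands from 5000 to 15000 UMIs.

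The AP-1 and immediate early panel was lower in HFD β-like cells. A difference in islet preparation that reached all cell types would lower it elsewhere too, and the median in endothelial-like cells was -1.09 (-1.23 to -0.99) against -0.96 in β-like cells. Preparation could therefore be the source, and an effect of diet on both cell types stays open and untested. Gm42418 was lower in endothelial-like cells as well (-1.19), and so was AY036118 (-1.64), so their fall was not specific to β-like cells. Gm26917, another of the lower genes, went the other way there (0.99, 0.05 to 1.96), on 18 WT and 24 HFD UMIs. With no maximum its interval held 0 (0.76, -0.05 to 1.56).

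The ER stress panel was higher in HFD β-like cells. A difference in UMIs per cell would bring its median near 0 in some band of UMIs, and the value nearest 0 was 0.337 (0.280 to 0.419). A difference in preparation cannot be told apart, because the median in endothelial-like cells was 0.207 (-0.05 to 0.30), and the test asked whether it reached 0.5 of the β-like 0.56, a level this interval holds. With no maximum it was 0.196 (0.01 to 0.32) against 0.46 in β-like cells, where the interval excludes 0 and again holds that level. For the maturation and secretion panel, the value nearest 0 over the bands was -0.350 (-0.608 to -0.125), which argues against UMIs per cell as the whole cause. This panel was not tested in any other cell type, so a difference in preparation was not checked, and diet stays open and untested.

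Acinar transcripts were found in β-like cells. Free RNA of acinar cells was first judged by direction. The test predicted the same direction in both classes. Under the maximum the log2 ratio of acinar markers was 0.742 in endothelial-like cells and -0.76 in β-like cells, and with no maximum it was 1.27 and 1.55. Direction does not decide, because CPM also moves with depth. Under the maximum, acinar UMIs per cell in WT and HFD were 3.57 and 3.42 in β-like cells and 3.08 and 3.23 in endothelial-like cells. Median UMIs were 3813 and 9660, and 4485 and 3242, in the same order. A like number per cell would give these opposite signs, so this test leaves free RNA open. A later test counted UMIs per cell with no maximum. Over 6 classes and 2 libraries the highest mean was 1.57 times the lowest, from 2.52 to 3.96 UMIs per cell, while CPM differed 21.6 times. A like number of free acinar UMIs in each cell may explain this, but the limit of 2 times was set after these means had been seen.

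Aldh1a3 was noticed by looking through the genes higher in HFD β-like cells with Cck, so the comparison is void as a test. Among cells of 10000 to 15000 UMIs it was at 41.5 CPM (17.9 to 81.8, 8 UMIs in 15 cells) with Cck and 14.5 CPM (12.9 to 16.2) in 1774 cells without. Median UMIs in these cells were alike, at 12904 with Cck and 12126.5 without. Since the gene was picked from these same cells, the values decide neither a part of UMIs per cell nor a link of the 2 genes.

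The cells counted here were 314 WT and 3915 HFD β-like cells, and 8 WT and 3 HFD acinar-like cells, from 2 libraries under the maximum. The counts quoted from the study above cover all of its samples, so no direction is given.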
